A study of Mus musculus with 6 samples. Its data were reported in "Ikaros mediates gene silencing in T cells through Polycomb repressive complex 2" (2015).

How the data were processed

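Gene expression was measured in LSK cells, the lineage-negative, Sca1-positive and c-Kit-positive fraction of bone marrow that holds haematopoietic stem cells and multipotent progenitors. The cells had been sorted from C57BL/6 mice of 6 to 7 weeks that were wild type (WT) or homozygous for the IkL allele of Ikzf1, a mutation that lowers the amount of Ikaros. There were 6 arrays, 3 per genotype. Each WT sample came from 1 mouse and each IkL/L sample from a pool of 2 mice, so that the number of mice differs between the groups wherever they are compared. Per the labels, 100 ng of total RNA was amplified in a 2-cycle labelling reaction and hybridised to Affymetrix arrays of the mouse genome.

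The authors deposited log2 values made with RMA, which corrects the background, sets the arrays to a common distribution and summarises the probes of a probe set. The submitters' processing notes name RMA, without a version, and R 2.8. The study's methods state that these arrays were normalized together with arrays of thymocytes, and the deposited values do not show whether they stem from that joint run. RMA gives no detection call, so a low value cannot be told from background here. The quantile step of RMA gives all arrays nearly the same distribution, which takes out any change in the total amount of RNA. Medians of the arrays lay between 4.788 and 4.88 and the SD over probe sets between 2.445 and 2.502. For arrays, the number of samples limits the precision. The p-values measure the spread between the 3 samples of a group.

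The table held 45037 probe sets, with no control probe sets and no missing values. Probe sets were named from the platform annotation, with symbols brought up to date through the Entrez gene number in a RefSeq gene table of assembly GRCm38.p6. In the annotation, 34945 probe sets have 1 gene, 932 have several and 9160 are not listed. Of the single-gene probe sets, 34741 matched by Entrez number and the others kept the symbol of the annotation. A gene was read from 1 probe set, that with the highest mean over all 6 arrays among the probe sets of this gene alone, which left 18193 genes. Levels of different probe sets were compared for this choice, for the other ways to read a gene and for the filters on dim probe sets. They were also compared where low values are set against the array medians and where genes or probe sets are called brighter or dimmer. Elsewhere they were not compared. Positions in the genome were not used, other than the order of genes around Ikzf1.

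Differences between IkL/L and WT were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, genotype as the only term), with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05 for the adjusted p. A further count asked for a fold change of at least 2. Values are given as mean ± SD of log2 values with n = 3 arrays per group, and a fold change is that of the means of log2 values. The 24 gene lists had been fixed before the data were examined, from textbook knowledge and from genes named by the study, and 305 of their 335 genes were measured. Lists were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry, each with Benjamini-Hochberg adjustment over the lists. The count adjusted over the list alone uses only the p-values of its members. The list of stem and progenitor genes had been fixed as genes expressed in LSK cells, which the study's text says of 7 of them, and the list of Notch and ectopic genes as genes not expressed there, which it says of 2 of the 6 measured.

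The genes named in the text were set by a rule written before the data were examined. It takes the Ikaros family, 2 of the 3 lists of genes that the study named, the 12 genes that rose most and the 12 that fell most among called genes whose groups do not overlap (unnamed transcripts left out), and up to 4 members of each other list with the smallest p. It named 118 genes. Of the 60 with over 1 probe set, none was called higher by one probe set and lower by another, in 16 the chosen probe set passed while another did not, and in 2 it did not pass while another did (Satb1 and H2-Aa). Genes named outside this rule are marked as chosen after their values were seen.

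The fit was tested on simulated arrays with the means of the 45037 real probe sets and with their variance drawn halfway towards the squared median SD. Of 50 probe sets changed 1.5-fold, 30% were recovered, and 86%, 100% and 100% of those changed 2-fold, 4-fold and 8-fold. Of the calls, 4.24% were false. In 20 further simulations of the 18193 genes, a list shifted by 0.5 was called 20 times and the other lists gave 0 calls in 460 tests. Simulated genes vary independently of one another, so this does not test camera on correlated genes.

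Alternatives were a second quantile normalization, centring on the median, 2 filters on dim probe sets, an intensity trend with robust moderation, array weights, the replicate number as a block, leaving out each array, 2 other ways to read a gene, and other tests of the lists. A fit with the spread of each array as a covariate was added after the data were seen.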

Results

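The transcriptome of sorted LSK cells was compared between 3 WT and 3 IkL/L samples, which asks how gene expression differs at a stage before T-cell development when Ikaros is scarce. The arrays correlated with each other at 0.9861 to 0.995 over all probe sets, no 2 arrays were identical, and the median SD of a probe set was 0.14 between WT arrays and 0.127 between IkL/L arrays. On the first principal component, which held 39.3% of the variance, WT 2 lay at -52.7, away from WT 1 at -18.6 and WT 3 at 3.6, and the IkL/L arrays lay between 19.6 and 28.

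The targeted gene, Ikzf1, fell in IkL/L cells. The brighter of its probe sets went from 11.53 ± 0.08 in WT to 10.85 ± 0.08 in IkL/L (SD, n = 3), a log2 fold change of -0.68 with an adjusted p of 0.0307 in limma, lower in 3 of 3 mutant samples. The call depended on the arrays kept: it held without WT 3 and was lost without each of the other 5 arrays in turn. The 6 fits gave -0.73 to -0.64 and an adjusted p of 0.0436 to 0.157. The call was also lost with the replicate number as a block (adjusted p = 0.118) and with array spread as covariate. The dimmer probe set, with a mean of 5.90 in WT, gave -0.21 and did not pass. Where these probe sets lie relative to the mutation was not analysed here, so that they do not check the labels. The other members of the family, zinc finger proteins related to Ikaros, did not pass: Ikzf4 gave 0.54 (adjusted p = 0.118), Ikzf3 -0.33 (0.367, with another of its probe sets at 0.50), Ikzf2 0.11 and Ikzf5 0.09. Adjusted over the list alone, 1 rose (Ikzf4) and 2 fell (Ikzf1 and Ikzf3). The Ikaros family list was not called (adjusted p = 0.792).

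Of the genes that passed the test, more were higher than lower in IkL/L LSK cells. Selp, the platelet and endothelial adhesion molecule P-selectin, rose 13.6-fold from 6.93 ± 1.17 to 10.69 ± 0.13, with the WT values 7.52, 5.59 and 7.69 on WT 1, 2 and 3, and 8.51-fold without WT 2 (log2 fold change 3.09); its other probe sets gave 8.70-fold (adjusted p = 4.16e-05) and 12.6-fold (0.00412). Cttnbp2nl rose by 3.57 on the log2 scale from 4.79 ± 0.20 to 8.37 ± 0.05. Ddx4, an RNA helicase of germ cells, fell by 3.82 from 7.88 ± 0.29 to 4.06 ± 0.37, and Gimap7, a GTPase of lymphocytes, fell 4.01-fold from 7.84 ± 0.11 to 5.84 ± 0.32 (SD, n = 3). No fold is given where 1 group lies near or under the array medians, as in Cttnbp2nl and Ddx4, since such a level cannot be told from background. The log2 differences of such genes carry the same limit. It also holds for Fcmr, Rhoj, Cdh5 and Ms4a1, so that the size and rank of these changes are uncertain. Of 45037 probe sets, 251 changed in limma, 191 higher and 60 lower, and 180 of them changed at least 2-fold, 145 higher and 35 lower. Read by gene, 136 rose and 44 fell among 18193. In all 251 probe sets the 3 mutant values lay on 1 side of the 3 WT values; over all probe sets, 14.4% were apart in this way, against 10% by chance, 2729 higher and 3766 lower. At an unadjusted p under 0.05 there were 2001 higher and 1979 lower, so that the excess on the higher side is one of the called probe sets alone. The count changed when 1 array was left out. It was 57 without WT 1, 143 without WT 2 and 287 without WT 3. Without IkL/L 1, 2 and 3 it was 67, 142 and 191.

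Calls of single genes also changed when 1 array was left out. Of the 45 named genes that passed, 13 passed with any 1 array left out: Ddx4, Cttnbp2nl, Rhoj, Cdh5, Mcpt8, F13a1, Gimap7, Mmp14, Csf1r, Hnf4a, Vpreb1, Padi4 and Camk1d. The other 32 lost the call in at least 1 of the 6 fits, in which 1 group has 2 arrays. Cd9 lost it in all of them, with log2 fold changes of 0.615 to 0.735 against 0.681 with all arrays. A lost call alone does not show that a change rests on 1 array, since fewer samples enter. The fold moved by over 1.5 times in 2 of the 45 genes, Fcmr and Selp. Fcmr went from 3.25 to 2.64 without IkL/L 2.

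**Figure D1:**
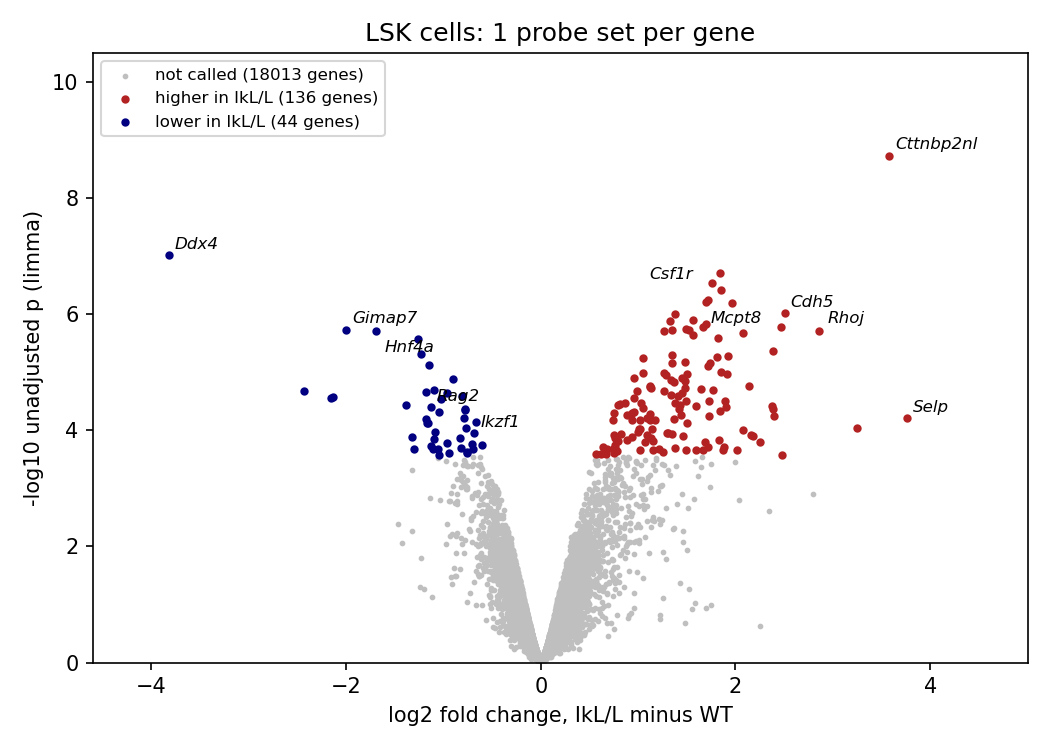
Log2 fold change (IkL/L minus WT, horizontal axis) against -log10 of the unadjusted p from limma (vertical axis), with 1 point per gene. The 136 genes that rose are red, the 44 that fell are blue and the others are grey.

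The other genes at the top of the higher side were Fcmr, a receptor for immunoglobulin M (log2 fold change 3.25), the small GTPase Rhoj (2.86), the endothelial cadherin Cdh5 (2.50), an immunoglobulin kappa segment, Igkv8-30 (2.48), the basophil protease Mcpt8 (2.47), Prom1 (2.40), the clotting factor subunit F13a1 (2.39), Ms4a3 (2.38), the B cell surface protein Ms4a1 (2.38) and Mzb1, a chaperone of antibody-secreting cells (2.25). Their adjusted p lay between 0.00306 and 0.0471, apart from Cdh5 at 0.00274. On the lower side followed Gcsam (-2.43), the receptor P2ry10 (-2.15), Wfdc18 (-2.14), the nuclear receptor Hnf4a (-1.69), the syndecan Sdc1 (-1.39), the MHC class II chain H2-Ob (-1.33), the cytokine Clcf1 (-1.30), Padi4 (-1.26), Camk1d (-1.23) and Cd244a (-1.18), with adjusted p from 0.00306 to 0.0425. Each of these genes moved its way in 3 of 3 IkL/L samples, which the naming rule required of them.

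Of the 10 genes in the list of stem and progenitor genes, all named by the study, 5 rose in IkL/L cells and none fell. The study named 7 of them for functions in stem and progenitor cells and as expressed in LSK cells of both genotypes. Of these 7, 3 rose (Prom1, Vwf and Cd9). Klf9, Ctnnd1 and Ctnna1 were named for a histone mark, and 2 of the 3 rose. Prom1 rose by 2.40 on the log2 scale from 4.80 ± 0.63 to 7.20 ± 0.35, Vwf, the von Willebrand factor, 3.32-fold from 7.30 ± 0.40 to 9.03 ± 0.22, and the transcription factor Klf9 2.23-fold from 9.89 ± 0.15 to 11.05 ± 0.36 (SD, n = 3). The WT mean of Prom1 lay near the array medians, so that its level in WT cells cannot be told from background. The catenin Ctnnd1 (0.79) and the tetraspanin Cd9 (0.68) rose less. Esam gave 1.22 (adjusted p = 0.0963), F11r 0.59 (0.414), Ier3 0.51 (0.775), Ctnna1 0.11 (0.823) and Alcam -0.51 (0.346), and did not pass. These counts fell when 1 array was left out. Of the 10 genes 0 rose without WT 1, IkL/L 1 or IkL/L 2, 1 without WT 2, and 3 without WT 3 or IkL/L 3. Camera called the list in each of these fits, with a median from 0.668 (without WT 1) to 0.852 (without WT 3). The log2 fold changes ran from 2.2 to 2.76 for Prom1, 1.59 to 1.96 for Vwf and 0.999 to 1.35 for Klf9. For Ctnnd1 they ran from 0.722 to 0.882 and for Cd9 from 0.615 to 0.735. Adjusted over the list alone, 7 rose and 1 fell. The study chose this list in part on these samples, so it is not independent evidence of its direction. As a group the list was called by camera (median log2 fold change 0.73, adjusted p = 4.14e-09), but adjusted p = 0.0839 with an estimated correlation, while fry gave 0.0132.

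The genes that the study named in connection with Notch, and Ptgfrn, which it named for a histone mark, did not differ past the threshold; Lmcd1 and Fjx1 are those it named as not expressed in LSK cells. None of the 6 measured genes passed in limma, 0 also when adjusted over the list alone and 0 at an unadjusted p under 0.05, and their log2 fold changes ran from -0.14 for Mpzl2 to 0.20 for Lmcd1. Their WT means ran from 3.60 for Mpzl2 to 5.14 for Hes1, and all but that of Hes1 lay under the array medians. Such levels cannot be told from background, so that a small change there can be missed. Hes1, a target of Notch, gave 0.03 with a 95% interval from -0.29 to 0.35, Fjx1 0.05, Scn4b 0.07 and Ptgfrn -0.12, with another probe set of Ptgfrn at 0.39 (adjusted p = 0.564). Camera gave an adjusted p of 0.792 for the list (0.846 with an estimated correlation, 0.922 in fry). Of 11 other genes that the study named, 4 rose: Cttnbp2nl, Rhoj, the metalloproteinase Mmp14 (1.92) and the cyclophilin Ppic (1.29), with 5 adjusted over the list alone. The median of that list was 0.64, and 0.41 without IkL/L 1, 0.17 with the mean of a gene's probe sets and 0.77 with array weights. That list was called by camera (4.14e-09) and by fry (0.00187), with adjusted p = 0.0839 with an estimated correlation, and it is not independent evidence either.

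**Figure D2:**
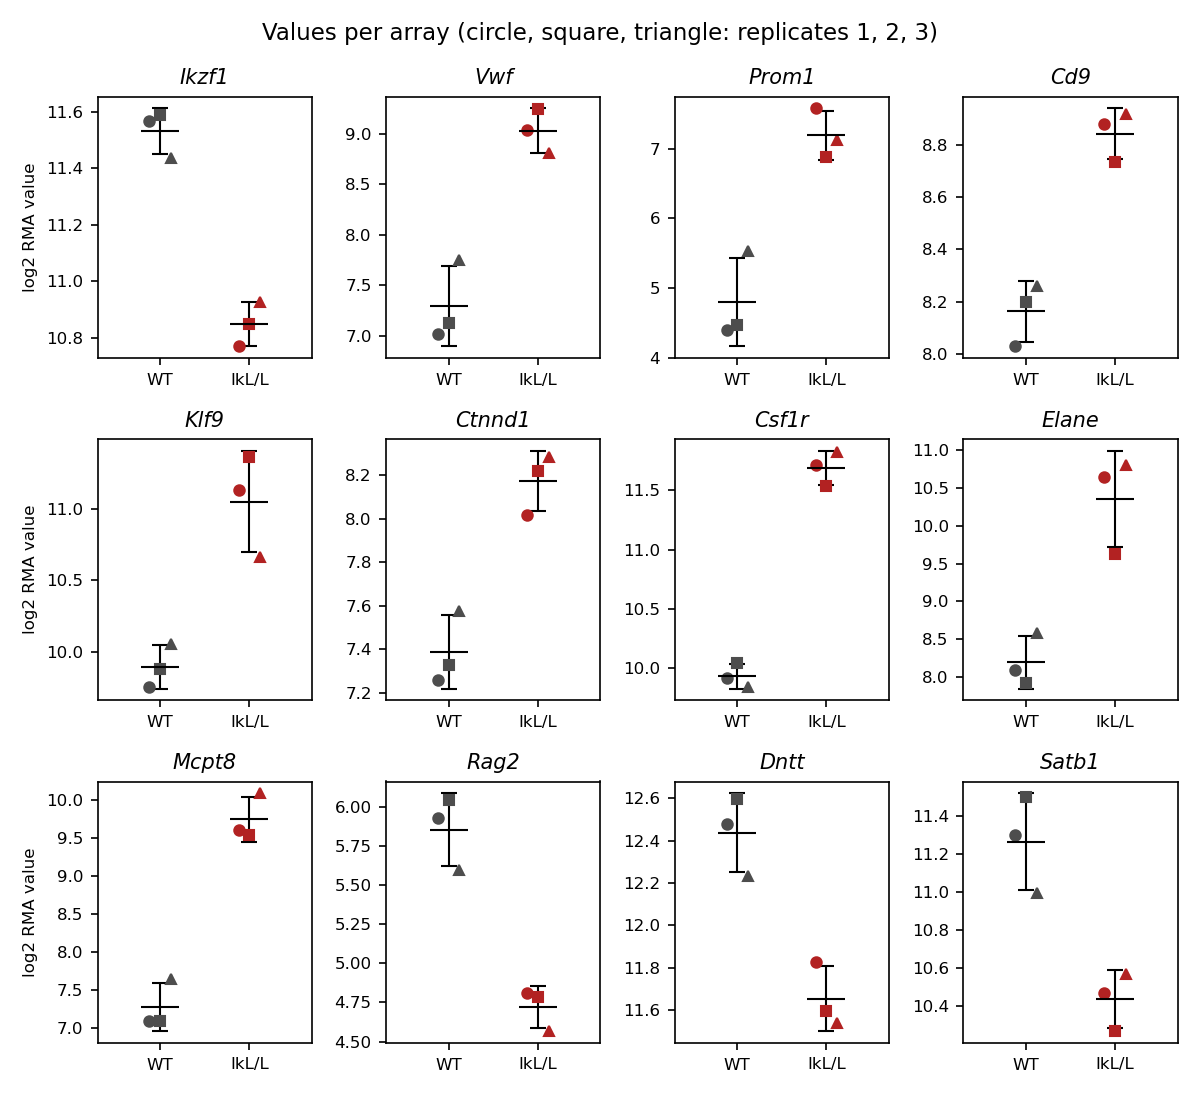
Log2 RMA value (vertical axis) of 12 genes on each WT (grey) and IkL/L (red) array, with the mean and SD of 3 arrays as bars. The vertical axis differs between genes and does not start at 0. In each of these genes the values of the groups do not overlap; Dntt and Satb1 did not pass the adjusted threshold.

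Some genes of granulocyte and monocyte progenitors rose in IkL/L cells. Csf1r, the receptor for M-CSF, rose 3.39-fold from 9.93 ± 0.10 to 11.69 ± 0.14, Ms4a3 5.22-fold from 8.87 ± 0.64 to 11.26 ± 0.26, and neutrophil elastase, Elane, 4.46-fold from 8.20 ± 0.35 to 10.35 ± 0.63 (SD, n = 3). These were 3 of 16 measured genes in limma, and 11 adjusted over the list alone. Adjusted over all probe sets, 1 rose without WT 1, WT 2 or IkL/L 1, 6 without WT 3, 5 with an intensity trend and 8 with the mean of a gene's probe sets. Ctsg gave 1.12 (adjusted p = 0.0748). Camera called the list (median 0.65, adjusted p = 1.17e-13) and fry gave 0.0132, but adjusted p = 0.0865 with an estimated correlation. Of 14 genes of mature neutrophils and macrophages, 1 rose, Lcn2 (2.08), with 2 adjusted over the list alone; Cd68 gave 1.17 (0.0651), S100a8 1.52 (0.578) and C1qa -0.87 (0.5), and the list was not called (0.182). It was called without WT 1 (0.0038) and without IkL/L 3 (0.00394).

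Genes of the megakaryocyte lineage rose in 3 of 17 cases, with Selp, Vwf and the integrin Itgb3, which rose 3.62-fold from 7.42 ± 0.24 to 9.27 ± 0.33 (SD, n = 3). Adjusted over the list alone 8 rose. Adjusted over all probe sets, 0 rose without IkL/L 1, 1 without WT 1 or IkL/L 2, and 5 with the mean of a gene's probe sets. Treml1 gave 0.75 (adjusted p = 0.083). The median of the list was 0.44, and 0.27 without IkL/L 2, 0.28 with array spread as covariate and 0.62 without WT 3. Among erythroid genes 1 of 16 rose, the water channel Aqp1 (1.60), and 4 adjusted over the list alone. Over all probe sets none rose without WT 1, WT 2, IkL/L 1 or IkL/L 2, and 2 rose without WT 3 or IkL/L 3. Car1 gave 1.65 (adjusted p = 0.0507), Klf1 1.01 (0.143) and Ermap 1.28 (0.151). Mcpt8 was the 1 of 11 genes of mast cells, basophils and eosinophils that rose, with 5 higher and 1 lower adjusted over the list alone; Hdc gave 1.31 (adjusted p = 0.065), Ms4a2 0.67 (0.234) and Il4 -0.41 (0.237). Camera called the 3 lists (adjusted p = 4.14e-09, 7.75e-06 and 0.000804), but each had adjusted p = 0.212 with an estimated correlation.

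Genes of early lymphoid cells were mostly lower, with 2 of 19 passing. Rag2, a subunit of the recombinase of antigen receptor genes, fell by 1.13 on the log2 scale from 5.85 ± 0.23 to 4.72 ± 0.13, and Il12a fell 1.62-fold from 6.58 ± 0.13 to 5.88 ± 0.10 (SD, n = 3) in limma. Neither passed without WT 1, IkL/L 1, IkL/L 2 or IkL/L 3, while 6 genes fell without WT 3 and 1 rose without IkL/L 3. Dntt, which adds nucleotides at the joints of these genes, gave -0.78 (adjusted p = 0.0532) and Satb1 -0.83 (0.0711), though another probe set of Satb1 passed (-0.88, 0.0314). Jchain and Cnr2, in the same list but chosen after their values were seen, gave 2.79 (0.112) and 1.05 (0.112), and the array means of the list overlapped, with 7.83 on IkL/L 2 and 7.77 on WT 3. Adjusted over the list alone, 12 fell and 2 rose. The list was called by camera (median -0.60, adjusted p = 6.43e-07), with adjusted p = 0.212 with an estimated correlation and 0.0519 in fry.

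Some genes of B cells and of antigen presentation rose, while the MHC class II chain H2-Ob, which is outside these lists, fell (-1.33, adjusted p = 0.0326 in limma). Vpreb1, a chain of the surrogate light chain, rose 2.61-fold from 6.36 ± 0.05 to 7.74 ± 0.13 and Ms4a1 by 2.38 on the log2 scale from 3.40 ± 0.12 to 5.78 ± 0.66 (SD, n = 3), as 2 of 11 genes of the B lineage, with 6 adjusted over the list alone; Pou2af1 gave 2.03 (adjusted p = 0.123) and Igll1 0.53 (0.117). Cd74, the invariant chain (1.46), and H2-Eb1 (1.38) rose among 12 genes of dendritic cells and MHC class II, with 4 higher and 1 lower adjusted over the list alone. Over all probe sets none rose when 1 of the WT arrays or IkL/L 1 was left out. H2-Aa gave 1.75 (0.058), with another of its probe sets passing (1.37, 0.0161), and Itgax -0.58 (0.0764). Camera called the B lineage list (1.67e-06), with adjusted p = 0.212 with an estimated correlation, and not the other (0.0972). The other was called with 7 of its genes at or above the median level (0.000482), with 5 at a mean of at least 6 (9.35e-07), without IkL/L 2 (0.0182) and with the mean of a gene's probe sets (0.0423). Ms4a1 stood above its WT values on each mutant array, at 5.65, 6.49 and 5.18 on IkL/L 1, 2 and 3. IkL/L 2 was also the highest array for Cd74, for H2-Eb1 and for the mean of the B lineage list. That mean was 6.11, 6.53 and 6.01 on IkL/L 1, 2 and 3.

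**Figure D3:**
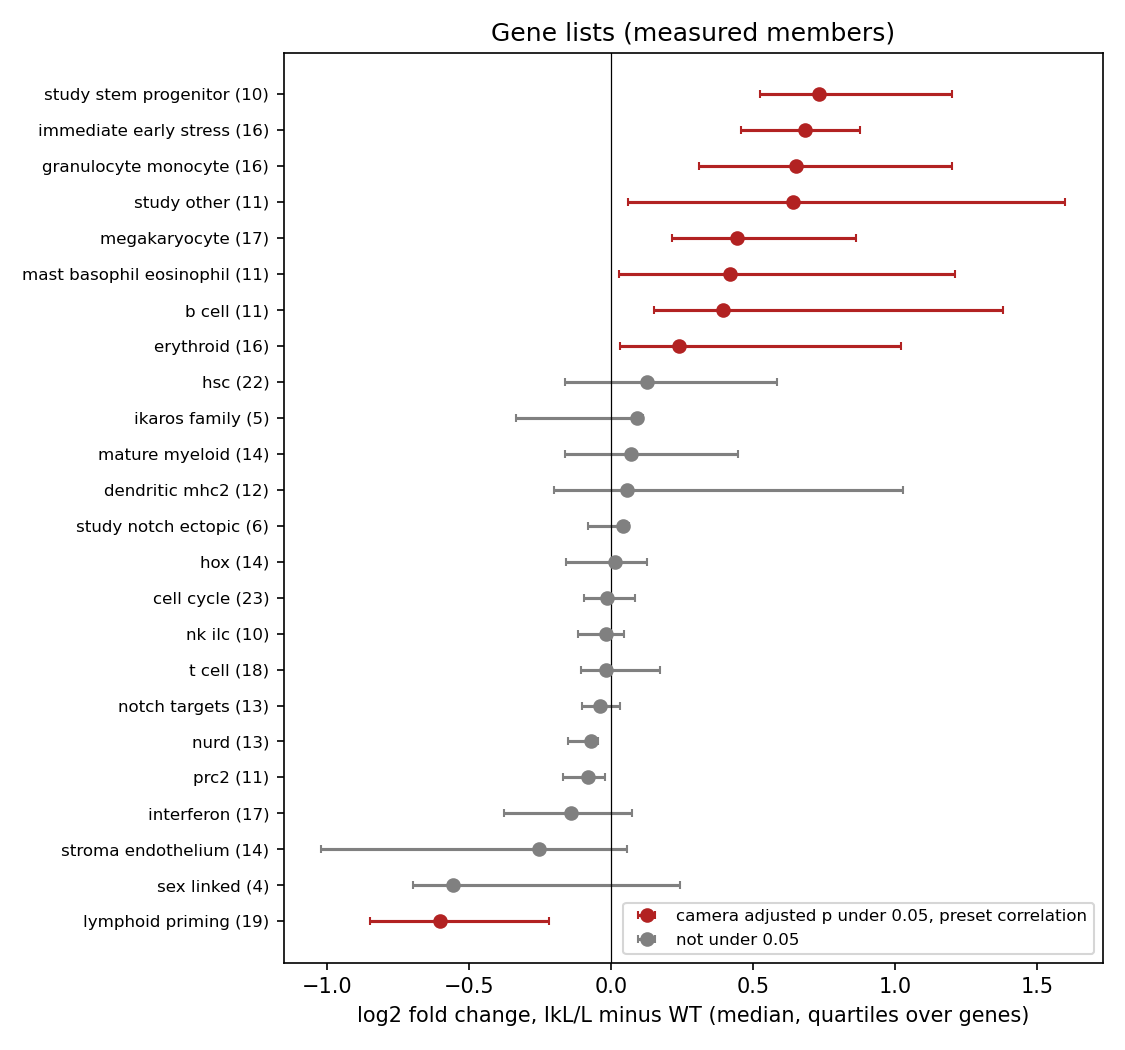
Median log2 fold change (IkL/L minus WT, horizontal axis) of each gene list, with bars from the lower to the upper quartile over its genes and the number of measured genes in brackets. The 9 lists in red had a camera adjusted p under 0.05 at the preset correlation; 0 had one with an estimated correlation.

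Of 22 stem cell genes 2 rose and none fell. Fgd5 rose 3.14-fold from 7.57 ± 0.25 to 9.22 ± 0.30 and the angiopoietin receptor Tek 2.07-fold from 6.33 ± 0.11 to 7.38 ± 0.21 (SD, n = 3), whereas Hoxa9 gave -0.50 (adjusted p = 0.108) and Mecom -0.47 (0.328). Adjusted over the list alone 2 rose and 1 fell, and over all probe sets 0 rose without IkL/L 1 and 1 without WT 1, WT 2 or IkL/L 2. Camera did not call the list (0.098), but did without IkL/L 3 (0.000191), with the mean of a gene's probe sets (0.0423) and without genes of several lists (0.0407). Hoxa10 (-0.78) was the 1 of 14 genes in the Hox list that fell, with 2 adjusted over the list alone. Hoxb5 gave 0.66 (0.468) and Hoxb3 -0.30 (0.5), and the list was not called (0.571). Cdh5 was the 1 gene of 14 of stroma and endothelium that rose, while Lpl gave 0.91 (0.296), Col1a1 -1.43 (0.303) and Kitl -0.28 (0.462); adjusted over the list alone 2 rose and 1 fell, and the list was not called (0.51). Col1a1 stood at 6.36 and 5.47 on WT 1 and WT 2 and at 3.75 to 4.43 on the other arrays. Brighter genes of the list, chosen after their values were seen, did likewise: Col1a2 stood at 10.12 and 9.56 on WT 1 and WT 2 and at 7.65 to 8.34 on the others, and Sparc at 8.48 and 7.21 against 5.77 to 6.13. Without WT 3, 2 genes of the list fell.

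Genes of the immediate early and stress response were higher as a list, with all 16 fold changes above 0 (median 0.68, adjusted p = 2.41e-06 in camera), but adjusted p = 0.428 with an estimated correlation and 0.353 in fry. The median was 0.16 without IkL/L 2 (adjusted p = 0.0156), 0.38 without WT 1 (0.00181) and 1.13 without IkL/L 3 (2.09e-10). The heat shock gene Hspa1a (1.67) was the 1 that rose in limma and also adjusted over the list alone, a call that ended with a second quantile normalization and without any 1 array but WT 3. Hspa1b gave 1.29 (adjusted p = 0.388), Fosb 1.43 (0.541) and Btg2 0.86 (0.567). The mean of the list was 9.85 on IkL/L 2 and 8.47 to 8.94 on the other mutant arrays, against 7.78, 8.49 and 8.72 on WT 1, 2 and 3, so that the groups overlapped.

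**Figure D4:**
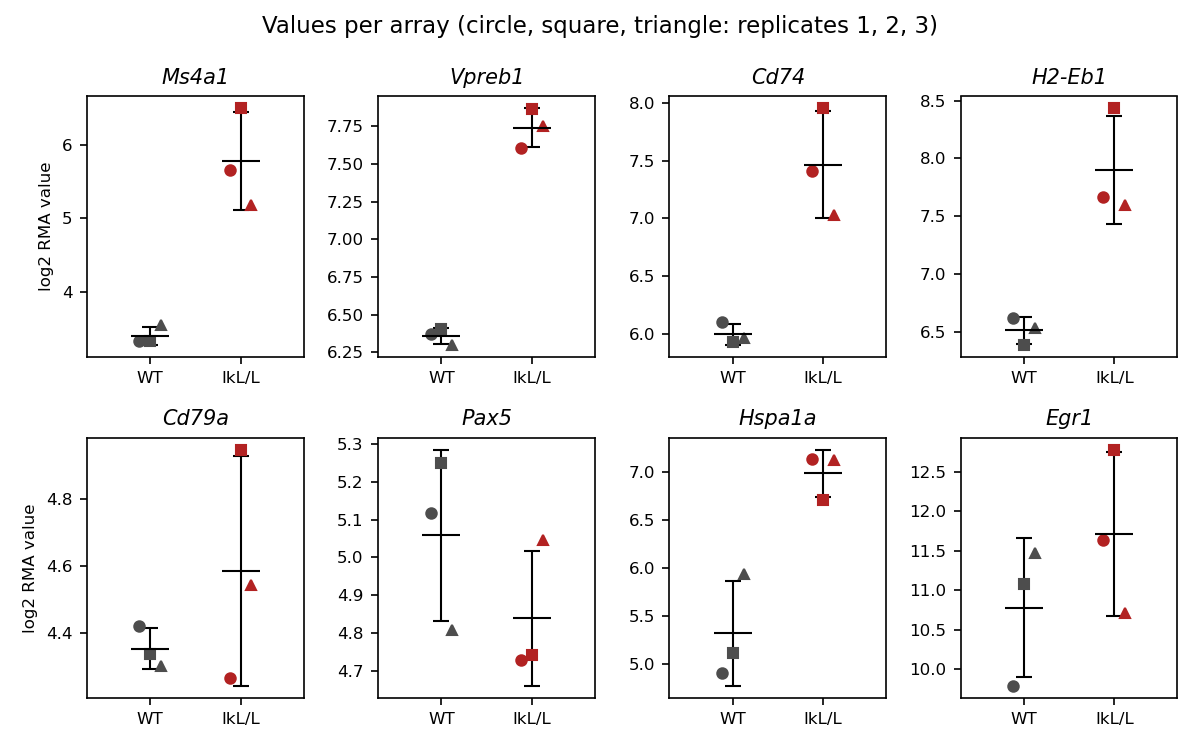
Log2 RMA value (vertical axis, not from 0 and different for each gene) of 4 called genes of the B lineage and antigen presentation, of Cd79a and Pax5, and of Hspa1a and Egr1 on each array, with the mean and SD of 3 arrays as bars. Ms4a1, Vpreb1, Cd74, H2-Eb1 and Hspa1a rose in IkL/L cells, and Cd79a, Pax5 and Egr1, which were chosen after their values were seen, did not pass.

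In the remaining lists no gene passed in limma. Among 11 genes of Polycomb repressive complex 2 and its partners, the methyltransferase Ezh2 gave -0.30 (adjusted p = 0.552), Phf1 -0.21, Eed -0.18 and Phf19 -0.15. The list was not called (0.292), and fry gave an adjusted p of 0.0519. Of the 11 genes, 9 had a fold change below 0, and the list mean was lower on each IkL/L array than on any WT array. The 13 genes of the NuRD complex, in which Mta3 gave -0.36 and Mta2 0.29, were not called either (0.44), with Mta1 at -0.21 and Gatad2b at -0.15. Of 13 targets and members of the Notch pathway, Hes5 gave -0.55 (0.114), Notch1 -0.41 (0.123), Ptcra -0.21 and Gata3 0.38; 2 fell adjusted over the list alone and the list was not called (0.329), but was with its 5 genes at a mean of at least 6 (0.0279). T cell genes (18 genes, adjusted p = 0.81; Themis -0.32, Cd4 0.25, Lat 0.32), genes of natural killer and innate lymphoid cells (10 genes, 0.792; Klrk1 -0.13, Klrd1 -0.32, Ncr1 -0.12, Nkg7 -0.09), cell cycle genes (23 genes, 0.827; Top2a -0.19, Birc5 0.20, Mcm5 -0.12, Mcm4 -0.15) and interferon-induced genes (17 genes, 0.329, and 0.0432 without IkL/L 2; Ly6e 0.57, Ifit3 -0.38, Stat2 -0.29, Usp18 -0.44) were not called as lists with all arrays. For these 4 lists, and for the lists of Polycomb and NuRD, 0 genes passed adjusted over the list alone. At an unadjusted p under 0.05 there was 1 gene each of Polycomb and of T cells, 2 of the Notch pathway, 4 of the interferon response and 0 of the NuRD, natural killer and cell cycle lists.

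The sex-linked genes differed within the mutant group. Xist, which is transcribed from the inactive X chromosome, stood at 12.33 on IkL/L 1 and at 4.65 to 5.29 on the other 5 arrays. Eif2s3y, Kdm5d and Uty, which lie on the Y chromosome, were at 0.369, 0.349 and 0.426 of their mean level on the other 5 arrays. Between the groups Xist gave 2.25 (adjusted p = 0.78), Eif2s3y -0.43, Kdm5d -0.73 and Uty -0.68, the list was not called (0.292), and 0 of its 4 genes passed, also adjusted over the list alone.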

Values the study reported

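The study reported that functional Ikaros protein in mutant cells is about 10% of the amount in WT cells. It reported 583 regions of the histone mark H3K27me3 that were reduced in any of the mutant populations, from LSK cells to double-positive thymocytes. Few regions changed in LSK cells, and the number reduced grew at later stages. Of the 583, 449 were assigned to 444 genes, with 392 of these on the arrays. Of these genes, 202 (52%) changed in expression between the LSK and the double-positive stage, and 178 (88%) of those were higher in mutant cells. The study placed 114 genes in a group expressed in LSK cells of both genotypes and 64 in a group expressed in LSK cells of neither. It described the first group as poorly silenced in mutant thymocytes and the second as ectopically expressed in them.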

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

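All settings but one were chosen before the data were examined; the fit with the spread of each array as a covariate was added afterwards. In every setting the 180 called genes that were still present kept their direction. Most settings could not turn it, so they do not test it. The groups of all called probe sets were apart, so that leaving out or weighting arrays keeps the sign. The filters, the intensity trend and the replicate block leave the fold change of a probe set as it is. The counts did not keep their size. Leaving out 1 array in turn gave 57 to 287 probe sets, 57 to 223 changed at least 2-fold, 45 to 168 genes and 13 to 44 called among the named genes, of which 45 were called with all arrays, against 251, 180 and 180. With 2 arrays in a group fewer samples enter. Removing WT 3 raised the counts of probe sets but gave 168 genes and 44 named genes. The share of higher calls, 76.1%, was 91% without IkL/L 1 and 89.5% without IkL/L 3. With array spread as covariate there were 111 probe sets, 100 at least 2-fold, 85 genes and 25 named genes, and the cause was not tested. The mean of all probe sets of a gene gave 317 genes, of which 159 were among the 180, and the cause was not tested. Over all settings, single named genes kept their side of the threshold in 1624 cases, lost a call in 166 and gained one in 41. None that was called in either fit turned its direction, with the same limit for those called with all arrays. Up to 4 uncalled ones per setting changed sign. A second quantile normalization gave 268 probe sets and centring on the median 250. An intensity trend with robust moderation gave 325 probe sets and 231 genes, and array weights gave 355 and 252.

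Samples share only a replicate number: the deviations of same-numbered samples correlated at 0.0084, -0.112 and 0.0789. With the replicate number as a block there were 143 probe sets (120 higher, 23 lower), 131 at least 2-fold, 106 genes and 29 named genes, and 9 lists.

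The calls of lists depended on the test. The 9 lists called by camera at the preset correlation became 0 with an estimated correlation and 3 with fry, which asks another question; the other settings ended none of these calls. Lists not called in the main fit gained a call 12 times in other settings: mature neutrophils and macrophages without WT 1 (0.0038), without IkL/L 3 (0.00394) and with the 2 of its 14 genes at a mean of at least 6 (0.00875; 1 of them, S100a8, is above 6 on average only through the IkL/L arrays), dendritic cells and MHC class II 4 times (9.35e-07 to 0.0423), stem cells 3 times (0.000191 to 0.0423), interferon without IkL/L 2 (0.0432) and the Notch pathway with 5 genes at a mean of at least 6 (0.0279). The stem and progenitor list had an adjusted p of 0.0839 with an estimated correlation and between 1.08e-10 and 0.0132 otherwise. The study's list of Notch and ectopic genes was never called (0.175 to 1), and had too few members for a value under either filter on dim probe sets. Among probe sets at or above the median level 225 were called, and 180 among those with a mean of at least 6; of the 180 genes, 164 and 129 were present there, and 161 and 129 of these still called. RMA gives no detection call, so a filter on the mean does not show which values lie above background.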

Other observations

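The tests in this part were chosen after the results were seen, other than leaving out each array in turn and the estimated correlation, which were settings chosen before. Genes outside the naming rule also passed in limma, and those given here were chosen after their values were seen. Among them were Nrp1, a receptor of endothelial and dendritic cells (log2 fold change 1.90), the endothelial genes Ecscr (1.41) and Ccm2l (1.74), the clotting genes F10 (1.02), F2 (1.22) and Tfpi (1.26), and the receptors of monocytes Ccr2 (1.42) and Cx3cr1 (1.87). Cybb (1.83), Apoe (1.84) and Cd14 (0.93) rose as well. On the lower side were Icos (-1.13), Evl (-1.09), Il17rb (-1.18) and Mn1 (-0.96). No enrichment was tested for these genes.

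Of the 10 ways to part the 6 arrays into 3 and 3, the real one gave 251 probe sets and the highest other 2, and 1 split gave as many as the real one, itself. With 10 splits the share cannot fall under 0.05. Of the 100 measured genes nearest to Ikzf1 in gene order, 50 on each side, 1 was called (Gas2l1), against 178 of 18092 other genes (Fisher's exact test, two-sided, p = 0.629).

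In camera at the preset correlation the granulocyte-monocyte, megakaryocyte and erythroid lists were called higher and the early lymphoid list lower in IkL/L cells. The WT array that stands apart is not the whole cause at this correlation. Without WT 2 the highest adjusted p of the 4 lists was 5.29e-05, though none of them is called with an estimated correlation in the full data. Stromal cells in WT 1 and WT 2, where Col1a2 and Sparc stand high, stay open. Against WT 3 alone the medians kept their direction: granulocyte-monocyte 0.59, erythroid 0.39, megakaryocyte 0.16 instead of 0.44, and early lymphoid -0.46. The highest adjusted p there, 0.000354, does not decide, since 1 array gives no spread of its own and was taken to vary like the others. Mature neutrophils or macrophages, which the sort for lineage-negative cells would remove, stay open: the median of their list was 0.0719 with an SD of 0.81 over its genes, against 0.65 for the granulocyte-monocyte list, and the 95% intervals of 6 of 14 genes reached 0.65 but only 2 reached 1.76, the smallest called change, so that the answer turns on the bound. The arrays do not decide it either: their list is called higher without WT 1 (0.0038, median 0.19) and without IkL/L 3 (0.00394, 0.17), which counts for them, but its median is below 0 without WT 2 (-0.03, adjusted p = 0.712) and without IkL/L 1 (-0.07, 0.591), which does not. Another mix of progenitors within the sorted gate may account for the pattern as well as a change per cell; bulk arrays separate neither, the stem cell list (median 0.13, but 0.27 without IkL/L 3 and about 0 without IkL/L 2, adjusted p = 0.928) does not decide, and the number of mice per sample, which differs between the genotypes, was not tested.

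Ms4a1, Vpreb1, Cd74 and H2-Eb1, the called genes of the B lineage and MHC class II lists, were higher in IkL/L cells. H2-Ob, a class II chain outside these lists, was lower (log2 fold change -1.33). Mature B cells, which carry B220 and would be removed by the sort, stay open: of Cd79a (0.23), Cd22 (0.24) and Pax5 (-0.22), 0 have 95% intervals that reach 1.42, the median of the called genes, which speaks against them, but all 3 have low means, 4.47, 5.18 and 4.95, where RMA values cannot be told from background and a rise can be hidden. Plasma cells, which the sort for Sca1 and c-Kit would remove, or their free RNA could also bring Mzb1, Jchain and the immunoglobulin segment Igkv8-30. Jchain, chosen after its values were seen, stood at 9.51, 9.59 and 7.29 on IkL/L 1, 2 and 3 and at 5.60 to 6.49 on the WT arrays. Igkv8-30 stood at 7.87, 7.91 and 6.44 on IkL/L 1, 2 and 3 and at 4.44 to 5.29 on the WT arrays. Pou2af1 gave 2.03 and did not pass. The surface marker of plasma cells, Sdc1, gave -1.39, from 6.01 in WT to 4.62 in IkL/L cells. Its 4 probe sets gave -2.25 to -0.05, with IkL/L means of 4.08 to 4.66, under the array medians. A fall from the level in WT cells can hide a small share, and the IkL/L level cannot be told from background. Sdc1 therefore does not decide. The genotype itself stays open, as no test set it apart from these.

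IkL/L 1 carried Xist and Y-linked transcripts together. A pool of 2 mice that holds both sexes is a candidate explanation: the Y-linked genes stood at a median of 0.369 of their level on the other 5 arrays while Xist stood at 12.33, against at most 5.29 on these, a level near background. The labels give no sex, the study's methods state that mice of either sex were used, and no other explanation was tested.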
